A study of Homo sapiens with 6 samples. Its data were reported in "MSN/STAT3 drives cancer stemness and chemoresistance via IL-6/LPAR1 ligand receptor complex in triple-negative breast cancer" (2025).

How the data were processed

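The series measured gene expression by RNA sequencing in MDA-MB-231, an established human cell line of triple-negative breast cancer. Cells had been stably transduced with a lentiviral short hairpin RNA (shRNA) against MSN, the gene for moesin, or with a control vector, labelled shControl in the sample titles and described as empty in the methods of the study. An effect of carrying any hairpin is therefore confounded with the depletion of MSN. Moesin links the actin cytoskeleton to the plasma membrane and belongs to the ezrin, radixin and moesin family. There were 6 libraries, 3 of the control line (MDA-MB-231/shCON) and 3 of the knockdown line (MDA-MB-231/shMSN). Group and replicate number were taken from the sample descriptions. Each condition was represented by 1 stable line as far as the descriptions say, so that a difference between the lines and an effect of the knockdown are confounded. The design text mentions time points, but the sample descriptions give none, and no time point was used.

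According to the methods of the study, libraries were made from polyA-selected RNA with a CORALL kit, which uses random priming, and were sequenced as paired-end reads on an Illumina NovaSeq instrument. The authors removed adapter, poly-N and low-quality reads, aligned the rest with HISAT2 and counted them per gene with featureCounts. Versions, the strand setting and the treatment of reads that map to several genes were not stated, so genes that share sequence or exons with another gene are uncertain. The deposited counts are raw whole-number counts per gene, with 1 column per sample and no pooling. The deposited FPKM values equal those counts divided by the deposited gene length and by 1 constant per sample. The deposited values were 0.985 to 1.02 times those that the total count of the sample would give. How the authors set the constant was not stated. All value columns were matched to a sample by name. The deposited gene identifiers, starts and ends of all 58735 genes were identical to those of GENCODE release 29, so coordinates are given on GRCh38.

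Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, which left 15147 of 58735 genes, and libraries were scaled by TMM. The quasi-likelihood F-test (estimateDisp, glmQLFit, glmQLFTest) compared shMSN with shCON with group as the only term, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called where the adjusted p was at most 0.05 and the fold change at least 1.2 in either direction, the limits stated in the methods of the study. The study itself used DESeq2, which was run here as an alternative. The standard error (SE) of a log2 fold change is its size divided by the square root of F. Expression is given as CPM, the count scaled to the total count of a library times its TMM factor, as mean ± SD. For the comparison of genes with and without shared exons, and for the lower bound of CREB5, the total count alone was used. All tests were two-sided. Total counts ranged from 16481973 to 25576167 per library. The biological coefficient of variation was 5.24%, so that for well-expressed genes small changes can be told from replicate spread, whereas genes with a few counts per library carry wide SEs, such as 0.46 log2 units for CDC42.

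A set of 19 signalling genes drawn from the route in the study and a set of 6 stemness genes named by it were examined. They were examined together with 8 hand-written gene sets. For NF-κB, the siRNA and antibodies of the study were directed at the RELA subunit, so NFKB1 was an addition made here. The study chose the stemness genes on these same libraries. It had also reported, from the same libraries, enrichment for cell-cycle and mitotic terms and for contact with the extracellular matrix. The mitotic, G1/S and cell-matrix adhesion sets are therefore not independent of that report. Gene sets were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with adjustment over the 8 sets. Genes named in the text are MSN, the genes of both lists, and the 5 largest falls and 5 largest rises among called protein-coding genes with a mean count of at least 50 and groups that did not overlap. Any other gene named was chosen after its values were seen.

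The steps were tested on simulated data. Counts were drawn for 15147 genes with 200 changed, all picked among genes above a minimum mean count. Of the changed genes, 82% were called, with 90% of those changed by 1 log2 unit and 74% of those changed by 0.5. The share called among genes with fewer counts was not tested. Unchanged genes made up 2.96% of the calls, and 2 of 14880 genes were called when no gene was changed. With camera, 2% of random sets of 40 unchanged genes had a p of at most 0.05. These random sets hold independent genes, so that the error rate for co-regulated genes was not tested by them.

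Replicates were compared before averaging. Counts of each pair within a group differed beyond sampling noise, with a chi-square per degree of freedom of 2.42 to 5.97, and no library was a duplicate. Correlations of log2 CPM across genes were 0.990 to 0.992 within groups and 0.978 to 0.982 between groups.

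Alternatives were DESeq2 size factors, upper-quartile scaling and library size alone, no filter, or a minimum of 10 counts in every sample, DESeq2 1.42.0, limma-voom, limma-trend on log2(FPKM + 1) and on log2(FPKM + 0.1), the replicate number as a block, an offset for transcript GC content (a loess curve per library, span 0.3), alone and with the block, and each library left out in turn. Calls were also counted at a fold change of 2, with glmTreat against a fold change of 1.2, and among protein-coding genes only. Gene sets were also tested with fry and with an estimated correlation. These alternatives, the lists, the gene sets, the main test and the rule for named genes were all chosen before the data were examined. The removal of genes in shifted chromosome regions was added afterwards. What the study had reported from these libraries was known when the lists and gene sets were chosen.

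For the order of genes along chromosomes, a running median of the GC-corrected log2 fold change was taken over 31 neighbouring protein-coding genes with a log2 CPM of at least 2. The limit was the 95th percentile of the largest absolute running median in 1000 shuffles of gene order, and a region needed at least 10 genes past it. In simulated data, no region was found in a shuffled order, and 57 of 60 genes of a planted run were recovered among 10603 ordered genes. Words of 7 bases in the 3′ UTR were compared with the log2 fold change left after a fit on GC content, UTR length and expression (Python 3.11.15, scikit-learn 1.9.0). A planted shift of -0.1 was found for 50 of 50 planted words among 10519 genes. No enrichment against gene ontology or stemness databases was run, and DNA copy number was not analysed here.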

Results

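To examine how depletion of MSN alters gene expression in triple-negative breast cancer, MDA-MB-231/shMSN cells were compared with MDA-MB-231/shCON cells by RNA-seq, with 3 libraries per group. The total count was 18078525, 25576167 and 20939500 in shCON replicates 1, 2 and 3, and 16481973, 19685346 and 18146521 in shMSN replicates 1, 2 and 3. The mean total count was 21531397 in shCON and 18104613 in shMSN. This difference was within what regrouping of the libraries gives (exact permutation test, p = 0.3). The smallest value that 3 against 3 allows is 0.1, so equal totals were not shown. The 100 most abundant genes held 17.9% ± 0.0821 of the counts in shCON and 17.9% ± 0.215 in shMSN (SD, n = 3). Mitochondrial genes held 4.85% ± 0.388 and 5.40% ± 0.217 (SD, n = 3), a difference within what regrouping of the libraries gives (exact permutation test, p = 0.2). Long intergenic noncoding RNAs held 0.396% ± 0.0219 and 0.477% ± 0.00213, and protein-coding genes 98.0% ± 0.0649 and 97.7% ± 0.0154 (SD, n = 3). These 2 shares separated the groups completely, at the smallest value possible (exact permutation test, p = 0.1).

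MSN (ENSG00000147065, GRCh38 chromosome X, 65588377 to 65741931) was examined first, because the hairpin targets it. MSN had 12651, 16748 and 14399 counts in shCON replicates 1, 2 and 3, and 7523, 8982 and 8318 counts in the shMSN replicates. Expression was 684 ± 27.9 CPM in shCON and 455 ± 2.47 CPM in shMSN (SD, n = 3), so that MSN in shMSN stood at 66.6% of its shCON level. The log2 fold change was -0.59 (SE 0.04), with an adjusted p of 8.16e-13 in edgeR's quasi-likelihood test. Every shMSN library lay below every shCON library, which fits the sample labels. Across the alternatives the log2 fold change of MSN ran from -0.63 to -0.57. Both ends came from fits that left out 1 library, shCON replicate 2 for the lower and shCON replicate 1 for the upper.

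The other 2 members of the moesin family did not pass the limits. EZR was at 556 ± 19.7 CPM in shCON and 544 ± 6.43 CPM in shMSN, with a log2 fold change of -0.03 (SE 0.04, edgeR adjusted p = 0.579). RDX was at a mean of 213 CPM in shCON and 228 CPM in shMSN, with a log2 fold change of 0.10 (SE 0.04, edgeR adjusted p = 0.0954). The sign of the RDX change depended on the GC-content offset, under which it was -0.02.

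**Figure D1:**
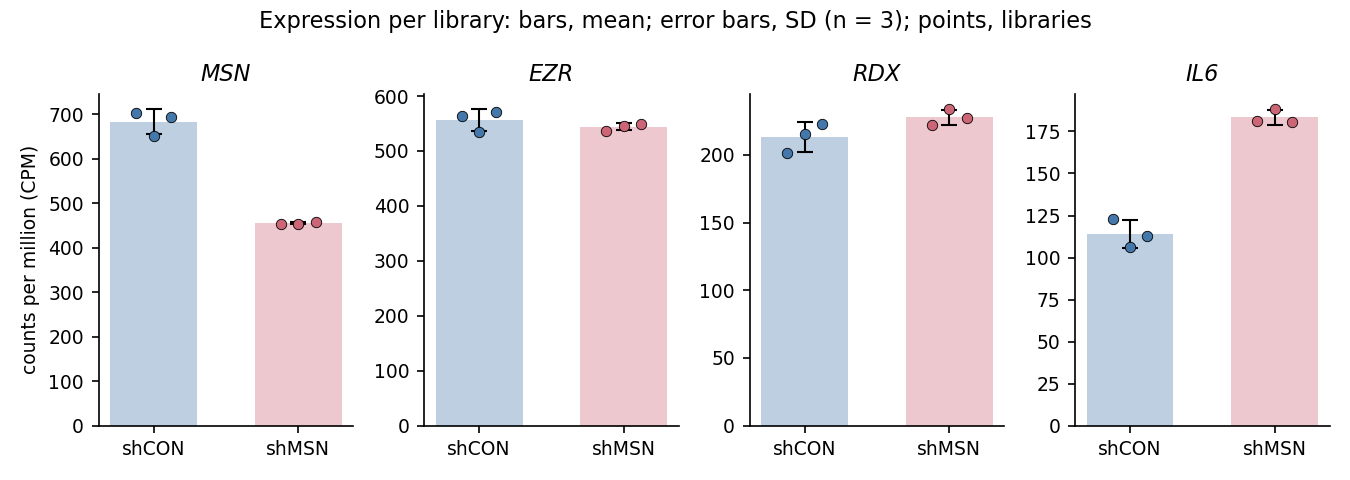
Expression of MSN, EZR, RDX and IL6 in CPM (vertical axes from 0) in the shCON and shMSN groups, where points are libraries, bars are means and error bars are SD (n = 3). MSN fell from 684 to 455 CPM and IL6 rose from 114 to 183 CPM with no overlap of libraries, whereas EZR and RDX differed by less than the limits for a call.

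The effect over the whole transcriptome was tested next. Of 15147 genes tested, 1456 were called lower and 2049 were called higher in shMSN, so that 41.5% of the calls were lower. The setting that moved these counts most was a fold-change limit of 2, which left 126 lower and 374 higher. By adjusted p alone, 2656 genes were lower and 2764 were higher. Groups did not overlap for 6961 genes, or 46.0% of those tested, where chance gives 10%. Changes were mostly small, with a median size of 0.39 log2 units among lower calls and 0.51 among higher calls. Of the lower calls, 356 fell further than MSN did, and 858 of the higher calls rose by more than the size of the MSN fall. The median log2 fold change of all genes tested was 0.01.

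The largest falls that met the rule for named genes were IGFN1, MAGEC2, ID1, RIPOR3 and ID3. IGFN1 (ENSG00000163395, chromosome 1, 201190825 to 201228952) fell from 20.6 ± 1.86 to 1.68 ± 0.517 CPM, a log2 fold change of -3.59 (SE 0.16, edgeR adjusted p = 2.67e-16). MAGEC2 (ENSG00000046774, chromosome X, 142202345 to 142205290) changed by -2.48 log2 units. ID1 (ENSG00000125968, chromosome 20, 31605283 to 31606515) fell from 90.3 ± 2.56 to 23.3 ± 2.45 CPM, a log2 fold change of -1.95 (SE 0.07, edgeR adjusted p = 3.57e-19). RIPOR3 (ENSG00000042062, chromosome 20, 50586108 to 50691528) changed by -1.78 log2 units and ID3 (ENSG00000117318, chromosome 1, 23557918 to 23559794) by -1.54. All 5 remained called under every alternative that was run for them.

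The largest rises were CREB5, ZYG11A, IL1RN, NEGR1 and COBLL1, and all of them started near the detection limit. CREB5 (ENSG00000146592, chromosome 7, 28299321 to 28825894) had 6, 0 and 0 counts in the shCON libraries and 118, 150 and 139 counts in the shMSN libraries. Its fold change rests on shCON replicate 1, without which CREB5 was at least 52.2-fold higher in shMSN. ZYG11A (ENSG00000203995, chromosome 1, 52842511 to 52894998) rose from 0.260 ± 0.159 to 7.97 ± 1.35 CPM. IL1RN (ENSG00000136689, chromosome 2, 113107214 to 113134016) rose from 0.544 ± 0.139 to 11.8 ± 1.08 CPM, a log2 fold change of 4.40 (SE 0.21, edgeR adjusted p = 7.39e-16). NEGR1 (ENSG00000172260, chromosome 1, 71395940 to 72282734) rose from 0.278 ± 0.168 to 6.08 ± 0.371 CPM, and COBLL1 (ENSG00000082438, chromosome 2, 164653624 to 164843679) from 0.341 ± 0.191 to 6.02 ± 0.993 CPM. ZYG11A and NEGR1 lie in a part of chromosome 1 whose genes were shifted upwards as a block. On the log2(FPKM + 1) scale, which understates changes of low genes, these 5 rises were smaller but were still called.

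**Figure D2:**
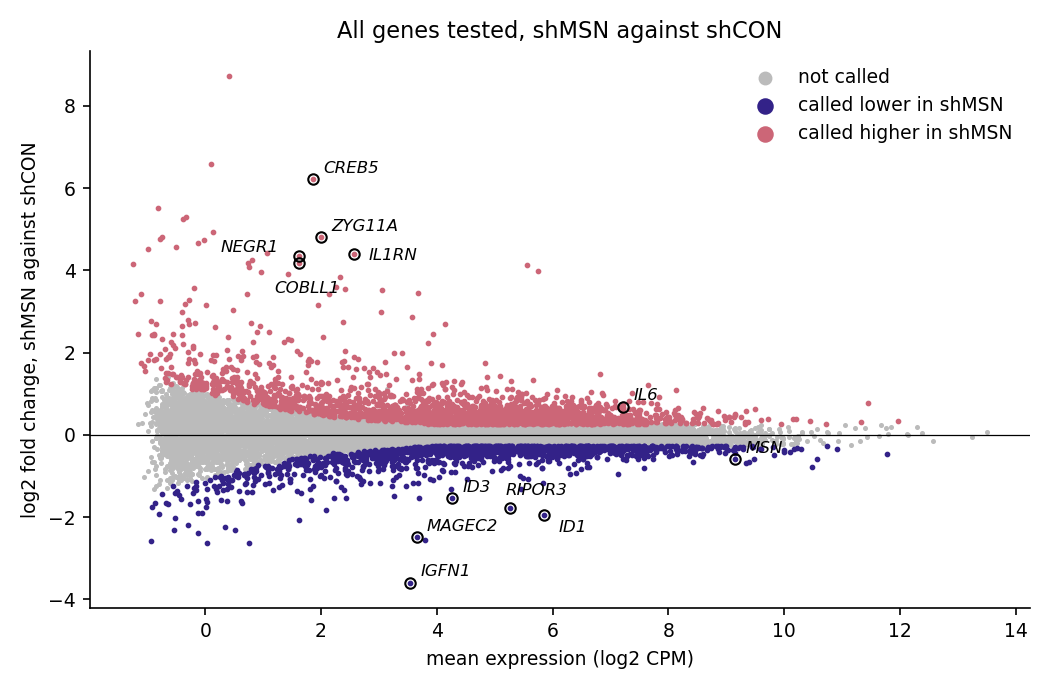
Log2 fold change of shMSN against shCON (vertical axis) against mean expression in log2 CPM (horizontal axis) for the 15147 genes tested, where each point is a gene and colours mark the 1456 genes called lower and the 2049 called higher. MSN and IL6 are well-expressed genes with changes of less than 1 log2 unit, whereas the largest rises lie at low expression.

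The study followed a signalling route from IL-6 and its receptors through CDC42 and PAK4 to NF-κB and STAT3, so 19 genes of this route and of the cell-surface markers were examined. Of these, 16 had enough counts to be tested, and 7 were called, 3 lower and 4 higher. The number adjusted over the list alone was also 7, and with the GC-content offset 5 were called. IL6 (ENSG00000136244, chromosome 7, 22725884 to 22732002) rose from 114 ± 8.43 to 183 ± 4.21 CPM (SD, n = 3), a log2 fold change of 0.69 (SE 0.05, edgeR adjusted p = 4.45e-12). IL1R1 rose by 0.91 (SE 0.07), CD44 by 0.34 (SE 0.03) and CDC42EP3 by 0.28 (SE 0.04) on the log2 scale. PAK4 changed by -0.33 (SE 0.05), NFKB1 by -0.34 (SE 0.05) and FOS by -1.21 (SE 0.33). FOS rested on 9 to 53 counts per library. The calls of CDC42EP3 and PAK4 depended on the fold-change limit, because with the GC-content offset their log2 fold changes were 0.22 and -0.24, below the limit, while their adjusted p stayed small.

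IL6ST had an edgeR adjusted p of 2.79e-04 with a log2 fold change of 0.21, below the fold-change limit. With the GC-content offset its log2 fold change was 0.09 and its edgeR adjusted p 0.0605. LPAR1, IL6R, STAT3, RELA and JAK2 were not called. The log2 fold change of LPAR1 was 0.04 (SE 0.08), that of STAT3 was 0.10 (SE 0.05), that of RELA was -0.08 (SE 0.04) and that of JAK2 was -0.10 (SE 0.17). LPAR1 changed sign with the GC-content offset. IL6R had 5 to 18 counts per library, so that only a large change was detectable (log2 fold change 0.40, SE 0.51). CDC42 had 8 to 13 counts per library, and 57.1% of its exon bases lie in exons of AL031281.2 on the same strand, so that its value is uncertain and its sign changed between alternatives. CDC42EP2 had at most 4 counts in any library, and 84.8% of its exon bases are shared with AP000944.2. OPRD1 had at most 4 counts. CD24 had 5 counts in each shCON library and 6, 19 and 21 counts in shMSN replicates 1, 2 and 3. Its expression was 0.238 ± 0.0420 CPM in shCON and 0.826 ± 0.414 CPM in shMSN, with no overlap of libraries. CDC42EP2, OPRD1 and CD24 had too few counts for the main test and were not tested in it.

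The stemness list held 6 genes that the study had picked from these libraries, and the test of this list is therefore not independent evidence. All 6 were called lower, the number adjusted over the list alone was also 6, and no alternative changed it. Besides IGFN1, the log2 fold changes were -1.13 (SE 0.18) for EML1, -0.94 (SE 0.18) for PALM, -0.84 (SE 0.14) for SERPINE2, -0.80 (SE 0.05) for SRGN and -0.61 (SE 0.06) for EREG. SRGN fell from 96.8 ± 1.24 to 55.4 ± 1.90 CPM and EREG from 67.8 ± 6.20 to 44.5 ± 0.893 CPM. EML1, PALM and SERPINE2 were expressed at 6.27 ± 0.223, 6.74 ± 0.937 and 10.4 ± 1.18 CPM in shCON, which gives them the larger SEs.

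**Figure D3:**
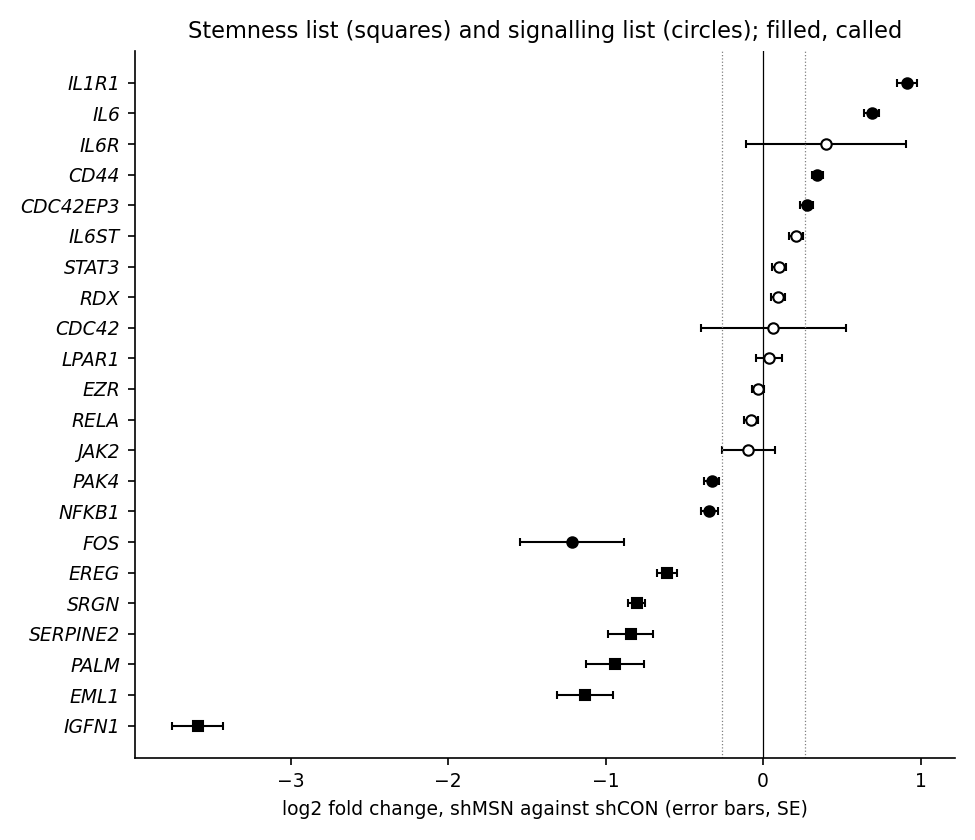
Log2 fold change of shMSN against shCON (horizontal axis) with SE for the 6 genes of the stemness list (squares) and the 16 tested genes of the signalling list (circles), where filled symbols are called and dotted lines mark a fold change of 1.2. All 6 stemness genes lie below 0, whereas the called signalling genes are split, with 3 lower and 4 higher.

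Gene sets were then compared to see whether groups of related genes moved together. Cell-cycle, mitotic and cell-matrix terms had been reported by the study from these libraries, so the sets for them are not independent evidence. Of 8 sets, 4 had an adjusted p of at most 0.05 with camera. The 50 genes for mitotic spindle and chromosome segregation were lower, with a median log2 fold change of -0.20 (camera adjusted p = 4.54e-09), and 40 of the 50 lay below 0. The 34 NF-κB targets were higher, with a median of 0.29 (camera adjusted p = 3.28e-07). Of these, 18 were called higher and 3 lower. The 26 cholesterol biosynthesis genes were lower, with a median of -0.21 (camera adjusted p = 0.00902). The 47 genes for the G1/S transition and DNA replication were higher, with a median of 0.09 (camera adjusted p = 0.0133), but without shCON replicate 2 the adjusted p of this set was 0.0667. With an estimated correlation in place of the preset one, the mitotic set alone held, with an adjusted p of 0.0375, and the NF-κB and cholesterol sets each had 0.119. With fry, all 4 held, and so did the sets for cell-matrix adhesion, STAT3 and IL-6 response, and hypoxia and glycolysis.

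The 32 genes of the STAT3 and IL-6 response had a median log2 fold change of -0.08 (camera adjusted p = 0.177), which changed sign to 0.01 with the GC-content offset. Cell-matrix adhesion genes had a median of 0.02 (camera adjusted p = 0.177), and with the GC-content offset this set was called, with an adjusted p of 0.0253. The sets for hypoxia and glycolysis (camera adjusted p = 0.549) and for the interferon response (camera adjusted p = 0.955) were not called. In the interferon set, 20 genes lay above 0 and 22 below.

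**Figure D4:**
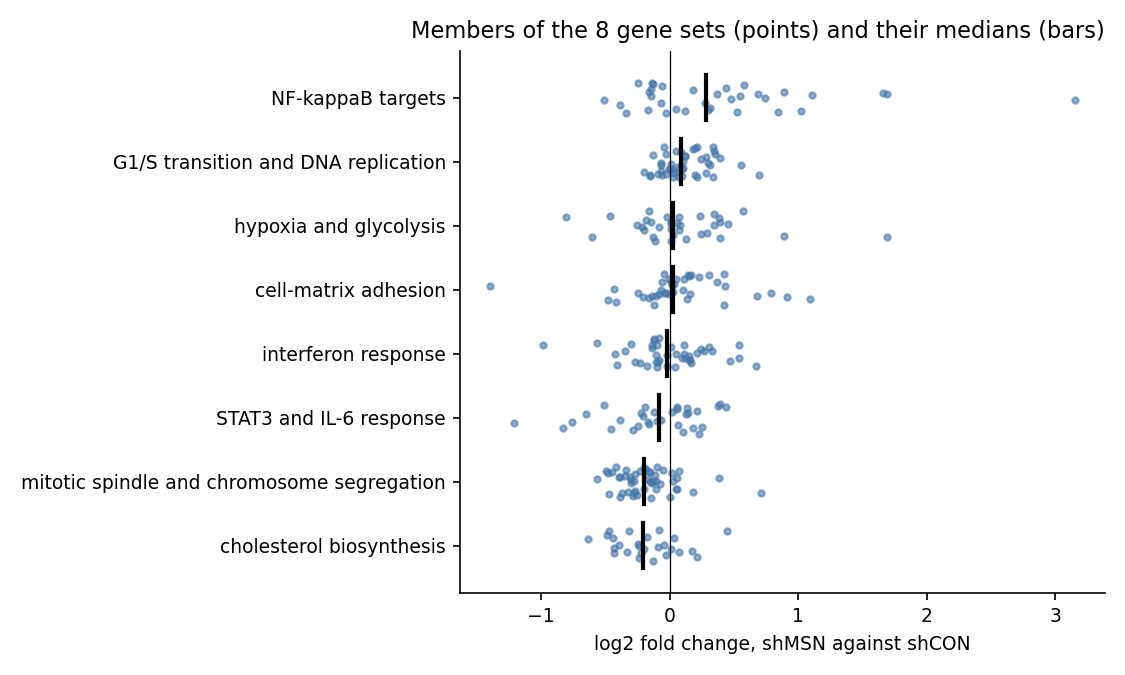
Log2 fold change of shMSN against shCON (horizontal axis) for the tested members of the 8 gene sets, where each point is a gene and each black bar is the median of its set. The medians run from -0.21 for cholesterol biosynthesis to 0.29 for NF-κB targets, and members of every set lie on both sides of 0.

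The order of the genes along the chromosomes was examined after the other results had been seen. The running median of the GC-corrected log2 fold change stayed near 0 over most of the genome and passed the limit of 0.26 in 6 regions. It was higher in shMSN on chromosome 1 from 25242237 to 74733408, on chromosome 10 from 110207605 to 133421307, on chromosome 18 from 20946906 to 80147523 and along chromosome 21. It was lower on chromosome 15 from 63189469 to 82986153 and on chromosome 20 from 62231922 to 64287821. These regions held 6.66% of the genes tested, 23.3% of the higher calls and 9.07% of the lower calls. Outside them, 1571 higher and 1324 lower calls were left.

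**Figure D5:**
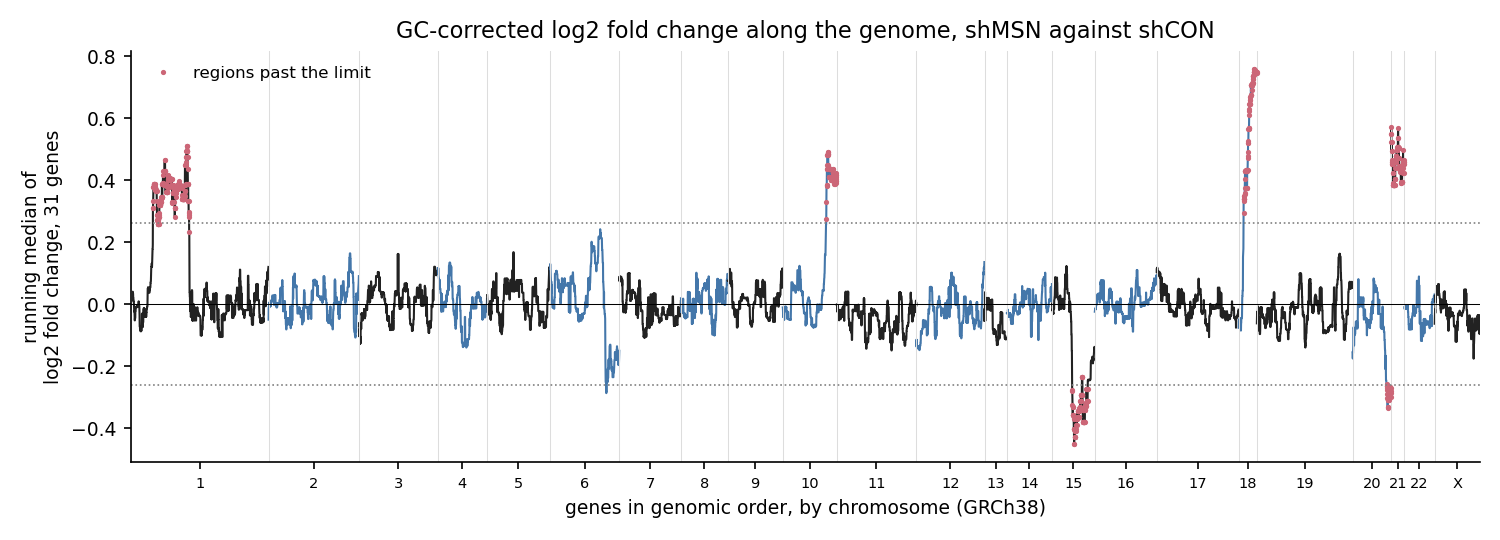
Running median over 31 genes of the GC-corrected log2 fold change of shMSN against shCON (vertical axis) for 10603 protein-coding genes in genomic order (horizontal axis, by chromosome, GRCh38), where dotted lines mark the limit from 1000 shuffles of gene order. Red points mark the 6 regions with at least 10 genes past the limit, on chromosomes 1, 10, 15, 18, 20 and 21.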

Values the study reported

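The study reported 1,301 genes with significantly lower expression after MSN depletion in MDA-MB-231 cells. It counted 142 stem cell-related genes among those downregulated. When the 1,301 genes were intersected with 367 stemness genes from a public database, 33 genes were shared, and the 10 at the top of their ranking by fold change went on to survival analysis.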

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

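The direction and call of MSN held under all 19 alternatives, and all 6 stemness genes stayed called in each. The number of signalling genes called ran from 5 with the GC-content offset to 8, and from 7 to 8 across the fits that each left out one replicate. It was 8 with no filter, with the DESeq2 Wald test and without shCON replicate 1 or 3. No gene of the main test gained a call there, so the added gene was CD24, OPRD1 or CDC42EP2. CD24 is the likely one, as the only one whose groups did not overlap. Without shCON replicate 2 or shMSN replicate 1 the number stayed at 7 although CDC42EP3 lost its call.

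The number of genes lower ran from 126 to 1726 and that of genes higher from 374 to 2157 over 22 alternatives. The stricter definitions of a call moved them most, by their construction. A fold change of 2 left 126 lower and 374 higher, and glmTreat against a fold change of 1.2 left 464 lower and 1034 higher. Leaving out one replicate gave 1298 to 1726 lower and 1818 to 2157 higher genes. The DESeq2 Wald test, the tool of the study, gave 1306 lower and 1667 higher, and included 85.4% of the lower and 80.8% of the higher calls of edgeR. The share of calls that were lower ran from 38.3% with library size only to 47.0% on log2(FPKM + 0.1) among the scaling, unit and filter settings, and no scaling moved the median log2 fold change of all genes beyond -0.011 to 0.02. With the GC-content offset, 1345 genes were lower and 1843 higher, and 72.3% and 81.3% of the original calls were among them.

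Of the gene sets, the mitotic set was called under every alternative, with adjusted p from 2.52e-15 to 0.0375. With an estimated correlation, the G1/S set (0.360), the NF-κB targets (0.119) and the cholesterol set (0.119) were no longer called, because that test allows for the correlation between members. Across the alternatives adjusted p ran from 0.00135 to 0.360 for the G1/S set, from 5.20e-10 to 0.119 for the NF-κB set and from 1.88e-04 to 0.119 for the cholesterol set. The G1/S set ran from 0.00815 to 0.0667 across the fits that left out one replicate, and the highest value, without shCON replicate 2, passed the threshold. With fry, the sets for adhesion (0.0190), STAT3 and IL-6 response (0.00898) and hypoxia (0.0258) were called as well. Adhesion was also called with the GC-content offset (0.0253), with the replicate block and that offset (0.0278) and among genes outside the 6 shifted regions (0.0438), an alternative chosen after seeing the data. The cause of these changes was not tested. Over all alternatives adhesion ran from 0.0190 to 0.510, STAT3 and IL-6 response from 0.00898 to 0.881, and hypoxia from 0.0258 to 0.829.

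The interferon set changed direction without nearing the threshold. It pointed down on log2(FPKM + 1) (adjusted p 0.868), on log2(FPKM + 0.1) (0.814), with the GC-content offset (0.890) and with the replicate block and that offset (0.881). It also pointed down without shCON replicate 3 (0.663), without shMSN replicate 1 (0.962) and without shMSN replicate 2 (0.989), and up in the other fits that left out one replicate. The cause was not tested.

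Among single genes, 579 comparisons over 31 genes gave 561 with the same direction and side of the threshold, 8 weaker and 10 reversed. The reversed ones concerned LPAR1, CDC42 and RDX, none of them called in any setting. With the GC-content offset their log2 fold changes were -0.0384, -0.00207 and -0.0181, and with the replicate block and that offset -0.0375, -0.0123 and -0.0172. Leaving out one replicate gave -0.0135 to 0.0768 for LPAR1 and -0.0701 to 0.247 for CDC42. The cause was not tested, but CDC42 has too few counts to fix a sign. The 8 weaker ones were CDC42EP3 and PAK4, which fell under the fold-change limit with their adjusted p still at most 0.00268.

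The replicate numbers are shared between the groups in the labels. Libraries with the same number did not deviate together, with correlations across genes of -0.13, -0.06 and -0.02 for numbers 1, 2 and 3, so that the numbers were not taken as pairs. With the replicate block, 1439 genes were lower and 2048 higher, and the log2 fold change of MSN was -0.59.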

Other observations

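Written down before their values were seen were the splits for MSN, the tests of gene order, GC content and genes left out of the scan for the chromosome regions, the tests of the NF-κB and mitotic sets without those regions, the BMP-SMAD and immediate-early lists and the test of shared exons, whereas all other tests were chosen after the result they bear on had been seen. The regions themselves were looked for after the other results were known.

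Of the 10 splits of the 6 libraries into 3 and 3, 1 gave an MSN adjusted p as small, 1 as many lower genes, 1 as many higher genes, 1 as many signalling genes and 1 as many stemness genes, the real split in each case. The 9 other splits called 0 genes in either direction and had 151 to 333 genes with an unadjusted p under 0.05, against 6668 for the real split. The gene sets were less clear. The real split alone gave as small an adjusted p for the mitotic, G1/S and NF-κB sets, while 2 of the 10 splits did for cholesterol biosynthesis, 2 for STAT3 and IL-6 response, 3 for cell-matrix adhesion, 5 for hypoxia and 10 for the interferon response. Up to 4 sets were called in a wrong split. Every wrong split mixes the true contrast into the spread of its groups, and 10 splits cannot give a share under 0.1, so that the splits alone decide nothing. For the gene calls, 2 of 14880 genes were called in simulated data with no gene changed. The groups did not overlap for 46.0% of the genes tested, where chance gives 10% on average. Both values speak against chance for genes that vary independently, as the simulated genes did. They do not exclude an effect shared by many genes of a library, such as the GC trend.

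The shifted chromosome regions were the most unexpected pattern. In the region of chromosome 1, 285 scanned genes had a median GC-corrected log2 fold change of 0.35. The GC-corrected medians were 0.40 on chromosome 10, -0.37 on chromosome 15, 0.60 on chromosome 18, -0.32 on chromosome 20 and 0.44 on chromosome 21. Of the 734 scanned genes in these regions, 95.6% moved in the direction of their region. The spread of fold changes within a region, an interquartile range of 0.227 to 0.331, was like the 0.267 found outside, so that whole distributions were displaced. The tables argue against several technical explanations. Of 1000 shuffles of gene order, 0 gave a running median as large as the 0.76 in the data, and the largest in any shuffle was 0.36. That 0.76 was measured after the correction for GC content, so the GC trend does not account for it, and all 6 regions were also among the 9 found without the correction. In 6 of the 6 regions the 3 shMSN libraries lay on one side of the 3 shCON libraries, which argues against one aberrant library. The scan used well-expressed protein-coding genes. Of the 274 noncoding or low genes in the same regions that it had left out, 73.4% moved in the direction of their region, which a few strongly changed genes would not give. Their median shift was 0.35 log2 units in that direction, with a permutation p = 0.0001 from 10000 random draws of such genes, the smallest value the draws can give. A candidate explanation is that the cells of the shMSN and shCON lines differ in the copy number of these regions, as could arise when a stable line grows out from few cells of an aneuploid parent. Shared regulation of transcription over a region would give the same shifts, up to the 0.60 of chromosome 18, and cannot be told apart from copy number, since DNA was not analysed here. An effect of moesin depletion itself on chromosome copies is also open and was not tested, since the descriptions give one line per condition.

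If the regions do reflect copy number, part of the calls would follow from gene dosage. Whether that part belongs to the line or to the depletion of MSN stays open. That part may be limited. Of the 2049 higher calls, 1571 lay outside the regions, and without the genes of the regions 1220 genes were lower and 1649 higher, an alternative chosen after seeing the data. None of the 6 stemness genes and none of the 7 called signalling genes lie in them. ZYG11A and NEGR1, among the largest rises, do, but their changes are far beyond the shift of their region.

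Log2 fold changes followed the GC content of the transcript, with a Spearman correlation of -0.337 across 10616 genes, and gene length, with 0.242. Genes are not independent replicates, and these values describe the libraries. The deviation of each library from the mean correlated with GC content at 0.404, 0.0133 and 0.368 in shCON replicates 1, 2 and 3 and at -0.254, -0.322 and -0.283 in the shMSN replicates, so that shCON replicate 2 stood apart from its own group. The trend is not the whole cause of the calls, because 72.3% of the lower and 81.3% of the higher calls were also made with the GC-content offset. Whether the trend itself comes from library preparation or from the cells stays open, as the descriptions give no batch.

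IL6 and NF-κB targets rose although NFKB1 fell. With MSN knocked down in this cell line, the study reported less secreted IL-6 and less phosphorylated NF-κB, the opposite direction. Its reporter assay gave higher IL-6 promoter activity with MSN overexpressed than with MSN depleted. Those assays measured protein, phosphorylation and a reporter, and RNA counts cannot settle why the directions differ. CXCL1 rose by 1.02, CSF2 by 0.89, IL1A by 1.69 and IL1B by 1.66 on the log2 scale, genes chosen after their values were seen. With the GC-content offset, the set kept an adjusted p of 4.32e-09, and without the genes of the 6 regions 2.56e-09, so neither the GC trend nor the regions account for it. Over all alternatives the adjusted p of the set ran from 5.20e-10 to 0.119. A response to double-stranded RNA from the hairpin would be expected to raise interferon-response genes, of which 7 of 42 were called higher, such as STAT2, and 5 lower, such as IFIT1. Members moved both ways, so an interferon response was neither excluded nor shown. A stronger inflammatory programme in the shMSN line, with IL1A, IL1B and IL1R1 rising together, may be behind the rise of IL6 and is a hypothesis from these libraries. Of the 34 NF-κB targets tested, 21 lay above 0 and 13 below. IL1RN, the gene of the IL-1 receptor antagonist, rose by 4.40 log2 units, so the net effect on IL-1 signalling is open. Whether such a programme comes from lower MSN or from the line was not tested.

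Mitotic genes fell while genes of the G1/S transition did not. Fewer cycling cells would lower both sets, but the median log2 fold change of the G1/S set was 0.0860. The direction of that set was upwards under all 20 alternatives. Its call was weak, with a camera adjusted p of 0.0667 without shCON replicate 2 and 0.360 with an estimated correlation. Slower proliferation after MSN knockdown was reported by the study, so fewer cycling cells were not excluded. With the GC-content offset the mitotic set had an adjusted p of 2.52e-15, and without the genes of the regions 6.91e-12, so neither accounts for it, and over all alternatives the value ran up to 0.0375. A shift of cells from mitosis towards S phase may be involved. The distribution of cells over the cycle was not analysed here.

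MSN fell by 0.59 on the log2 scale, and 356 genes fell further. Silencing of other transcripts through one seed match of the hairpin was examined without knowing its sequence. Of 16174 words of 7 bases in 3′ UTRs, the lowest z was -3.84, which 50 of 200 shuffles reached, and 0 words passed the limit of -4.25. Planted shifts of -0.1 were found for 50 of 50 words, so that a shift of that size in genes sharing a word as common as the planted ones would have been seen, and a single seed is unlikely to explain the bulk of the lower calls. Single off-target genes remain possible.

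ID1 and ID3 were among the largest falls, and both respond to BMP-SMAD signalling and to serum. Of 7 other BMP-SMAD targets tested, 2 were called lower, ATOH8 at -0.77 and MSX2 at -0.64 log2 units, and 1 higher, SMAD7 at 0.99. ID2 changed by -0.83 (edgeR adjusted p = 0.0585) and was not called. The list had a median of -0.42, with 4 of 7 lower, and a camera p of 0.958. Of 12 other immediate-early genes tested, 3 were called lower and 3 higher, with a median log2 fold change of 0.19. FOS, an immediate-early gene of the signalling list that was not among the 12, was called lower by 1.21 log2 units. Members of both lists moved both ways, so lower BMP-SMAD signalling and a lower immediate-early response were neither excluded nor shown.

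CDC42 and CDC42EP2, both part of the signalling route, had almost no counts. The median transcript of CDC42 has 89.4% of its bases in exons of AL031281.2 on the same strand. Among 579 protein-coding genes with at least 80% of a transcript shared in this way, 82.7% lay under 1 CPM, against 38.9% of the 17312 genes with no shared base. A candidate explanation is that reads in shared exons were left out at counting because they could not be assigned to one gene. Low transcription of CDC42, with at most 13 counts in any library, cannot be told apart from this by counts per gene, since reads per exon were not analysed here. Outside these counts, the study measured CDC42 mRNA by RT-qPCR in its shMSN lines and CDC42 protein by western blot in MDA-MB-231 cells. The low counts are therefore no evidence that CDC42 is silent in these cells. The deposited counts therefore say little about CDC42 and CDC42EP2 in either direction.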
